# Transcriptomic Changes Following Partial Depletion of CENP-E in Normal Human Fibroblasts

**DOI:** 10.3390/genes12091322

**Published:** 2021-08-26

**Authors:** Danilo Cilluffo, Roberta Flavia Chiavetta, Serena Bivona, Flavia Contino, Claudia Coronnello, Salvatore Feo, Aldo Di Leonardo, Viviana Barra

**Keywords:** CENP-E, centromere, aneuploidy, cancer progression, expression profiling

## Abstract

The centromere is a fundamental chromosome structure in which the macro-molecular kinetochore assembles and is bound by spindle microtubules, allowing the segregation of sister chromatids during mitosis. Any alterations in kinetochore assembly or functioning or kinetochore–microtubule attachments jeopardize chromosome stability, leading to aneuploidy, a common feature of cancer cells. The spindle assembly checkpoint (SAC) supervises this process, ensuring a faithful segregation of chromosomes. CENP-E is both a protein of the kinetochore and a crucial component of the SAC required for kinetochore–microtubule capture and stable attachment, as well as congression of chromosomes to the metaphase plate. As the function of CENP-E is restricted to mitosis, its haploinsufficiency has been used to study the induced cell aneuploidy; however, the gene expression profile triggered by CENP-E reduction in normal cells has never been explored. To fill this gap, here we investigated whether a gene network exists that is associated with an siRNA-induced 50% reduction in CENP-E and consequent aneuploidy. Gene expression microarray analyses were performed at early and late timepoints after transfection. Initially, cell cycle regulation and stress response pathways were downregulated, while afterwards pathways involved in epithelial–mesenchymal transition, hypoxia and xenobiotic metabolism were altered. Collectively, our results suggest that CENP-E reduction triggers a gene expression program that recapitulates some features of tumor cells.

## 1. Introduction

The maintenance of chromosome segregation dynamics is essential to prevent numerical chromosome changes leading to aneuploidy. The centromere has an essential role in this process. Indeed, the centromere is the chromosome site where the multiproteic complex known as the kinetochore (kn) is built. This complex is required for the attachment of the microtubule fibres (mt) of the mitotic spindle to the chromosome, which is a necessary event for proper sister chromatid separation during anaphase. The spindle assembly checkpoint (SAC) in mitosis prevents the anaphase onset until all sister chromatids are properly attached by their kinetochores to the mitotic spindle [1,2]. A weakened SAC results in defective mitoses, which will generate aneuploidy, a common feature of cancer cells [3]. Centromere-associated protein-E (CENP-E) is an essential protein whose function is mainly played during mitosis. CENP-E is synthetized in the late S/G2 phase of the cell cycle, peaks in mitosis and is degraded in telophase [4,5]. CENP-E homozygous knockout (CENP-E^−/−^) mice have been shown to undergo massive chromosome segregation defects and death in embryonic stages. Nevertheless, heterozygous (CENP-E^+/−^) mice are viable even though they exhibit elevated levels of aneuploidy and develop spleen and lung cancers [6,7,8]. Previously, we also reported that CENP-E partial depletion in primary human fibroblasts (IMR90) and near diploid tumor cells (HCT116) is associated with aneuploidy, which is maintained up to two weeks [9]. On the other hand, upregulation of CENPE has been observed for some breast cancer cells, with a poor prognosis [10]; hence, CENPE could act both as an oncogene and as a tumor suppressor.

Firstly, CENP-E is a plus-end directed kinesin-7 motor bound to kinetochores, which has been identified as a component of the outer kinetochore [11] and has a role in the reinforcement of kn-mt binding, in the alignment to the spindle equator of mono-oriented chromosomes and in the spindle assembly checkpoint; however, how CENP-E is recruited in kinetochores is still debated. Recent works confirmed the previous observation that BubR1 is responsible for the initial recruitment of CENP-E in kinetochores [12], although other BubR1-indipendent mechanisms are involved in recruiting CENP-E in unattached kinetochores [13]. The role of CENP-E in ensuring stable kn-mt capture is finely regulated by aurora kinases A and B and PP1 with a phosphorylation–dephosphorylation switch mechanism [14]. It is well-known that mitosis is a target process used to harass cancer cells, and due to its critical role in accurate chromosome alignment, CENP-E might represent a promising target for several solid tumor therapies [15]. Given its highly specialized function in mitosis, alterations or reductions of CENP-E activity would affect specifically chromosome segregation, causing CIN and aneuploidy [7], although very little is known about the consequences of CENP-E activity reductions in terms of transcriptome deregulation and altered pathways or networks. In this regard, we previously showed that when aneuploidy is induced by silencing of different genes—specifically MAD2, pRb and DNMT1—in human primary fibroblasts, the cells undergo a common transcriptional change [16]. The altered expression of genes involved in cell cycle, specifically mitosis and G2-M transition, and in its regulation are mainly characterized by such transcriptional changes, suggesting the existence of a gene expression program typical of ‘early’ aneuploid cells.

Here, CENP-E was partially depleted by RNA interference in human primary fibroblasts (IMR90), while high-throughput gene expression profiling using DNA microarrays was performed at ‘early’ and ‘late’ timepoints to investigate which genes and networks are engaged by CENP-E reduction. Analysis of the transcriptional profiles at these timepoints revealed a number of downregulated genes associated with post-transcriptional silencing of CENP-E in aneuploid human primary fibroblasts. Gene set enrichment analysis showed different pathways that were significantly altered at both timepoints tested. Interestingly, at the early timepoint, we found downregulated pathways associated with cell cycle regulation (G2/M checkpoint and mitotic spindle) and the stress response (unfolded protein response and apoptosis); conversely, at the late timepoint, we found downregulated pathways correlated with tumor progression and metastasis (epithelial–mesenchymal transition, hypoxia and xenobiotic metabolism gene sets). These results will be helpful in better understanding how deregulation of crucial kinetochore-associated proteins influence genome-wide gene expression and pathway and network regulation in normal cells.

## 2. Materials and Methods

### 2.1. Cells and Culture Conditions

Primary human fibroblasts (IMR90, ATCC CCL-186™) were cultured in MEM medium supplemented with 10% fetal calf serum, 100 U/mL penicillin, 100 μg/mL streptomycin, 1 mM sodium pyruvate and 1% non-essential amino acids (all from Gibco, Life Technology, Monza, Italy). Cells were grown at 37 °C under 5% CO_2_ and atmospheric oxygen.

### 2.2. RNA Interference

For RNAi, cells were plated in 6-well dishes one day before transfection [17] and the siRNA transfection was performed as previously described [16]. Briefly, cells were transfected with a specific siRNA targeting CENP-E (siCENP-E: 5′-AAC GAAGAGUUACUUGGUGCCtt-3′) at a final concentration of 40 nM, which does not affect cell viability, as previously described [9]. An siRNA targeting the green fluorescent-protein (siGFP: 5′-GGCUACGUCCAGGAGCGCACCtt-3′) was used as the control. All siRNAs (21-nucleotide duplexes) were synthesized by Eurofins-Genomics.

### 2.3. Reverse Transcription Quantitative PCR (RT-qPCR)

Total RNA samples were extracted using a PureLink RNA Mini Kit (Ambion, Austin, TX, USA; Thermo Fisher Scientific, Waltham, MA, USA) and reverse transcription to cDNA was achieved by using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Waltham, MA, USA; Thermo Fisher Scientific) according to the manufacture’s guidelines. Gene expression analysis was performed via RT-qPCR, as previously described [16], with specific forward and reverse primers: GAPDH (Fw: 5′-CTCATGACCACAGTCCATGCC-3′, Rev: 5′-GCCATCCACAGTCTTCTGGGT-3′), CENP-E (Fw: 5′-GTGGGACCAGTTCAGCCTGATA-3′, Rev: 5′-GATGTGAACCACGAAAACCCTC-3′), DUSP6 (Fw: 5′-AACAGGGTTCCAGCACAGCAG-3′, Rev: 5′-GGCCAGACACATTCCAGCAA-3′) BTG2 (Fw: 5′-CTCCATCTGCGTCTTGTACGA-3′, Rev.: 5′-AGACTGCCATCACGTAGTTCT-3′), CYFIP2 (Fw: 5′-TCCGTATCCACCGTCCAAT-3′, Rev.: 5′- AATCTCCAGCAGCCACTCC-3′) KLF4 (Fw: 5′-GCAATATAAGCATAAAAGATCACC-3′, Rev: 5′- AACCAAGACTCACCAAGCACC-3′) TFPI2 (Fw: 5′-AACGCCAACAATTTCTACACCT-3′, Rev: 5′- TACTTTTCTGTGGACCCCTCAC-3′). The fold change of each gene was normalized to the housekeeping gene GAPDH.

### 2.4. Microarray and Bioinformatics Analysis

The gene expression microarrays were performed as previously described [16]. Extracted RNA samples were analyzed for quantity and quality using NanoDrop ND-1000 (Thermo Fisher Scientific) and an Agilent 2100 bioanalyzer (minimum RIN score of 8). Analyzed samples included three clusters with three independent biological replicates (siCENP-E 72 h, siCENP-E 2 w and siGFP control cells). Samples labelling, hybridization on separate Whole Human Genome Microarray 4 × 44 K (Agilent-G4112F) arrays and image analysis were performed as described in [16]. Statistical data analysis and normalization were conducted with R software, with the threshold set as log (fold change) >1.4 to select differentially expressed genes (DEGs) in the 72 h and 2 w samples with respect to control (siGFP). Statistically significant differences were inferred from the Student’s *t*-test with a *p*-value cut-off of 0.05. Unsupervised hierarchical clustering was performed using the Euclidean distance and the average linkage method. FunRich software [18] was used to cluster DEGs shared by the two samples and lists of Gene Ontology (GO) terms (Cellular Component, Molecular Function, Biological Process), as well as the specific biological pathways to which these gene belong.

### 2.5. Gene Set Enrichment Analysis (GSEA)

Microrray data for the two samples of the siRNA-treated (72 h and 2 w) IMR90 cells were also analyzed using the Gene Set Enrichment Analysis (GSEA) from the Broad Institute tool in terms of altered gene sets [19,20]. The ES distribution was generated using 1000 gene permutations, then a normalization enrichment score (NES) was associated with each pathway. Hallmark collection was used as the gene set database. Gene sets with *p*-values < 0.05 were considered statistically significant.

## 3. Results

### 3.1. Transcriptome and Bioinformatics Analyses

We mimicked CENP-E haploinsufficiency in IMR90 cells using RNA interference (hereafter named IMR90-siCENP-E cells) [9] and then analyzed the transcriptome at early (seventy-two hours, 72 h) and late (two weeks, 2 w) timepoints after siRNAs transfection. To this end, we used a gene expression microarray and compared IMR90 siCENP-E cells with control cells (IMR90-siGFP) to find a specific gene expression profile triggered by CENP-E reduction in normal human fibroblasts.

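Total RNA was taken from IMR90 cells, which are normal human fibroblasts, 72 h and 2 weeks after transfection with 40 nM siRNA against CENP-E and from siGFP control cells, with 3 independent biological replicates in each of the 3 groups. The labels and the paper give no time point for the siGFP cells, which serve as the control for both times. Each RNA extract was labelled with Cy3 and with Cy5 and hybridized on Agilent whole human genome 4 × 44 K arrays, which gave 17 channel samples of 9 extracts, since siGFP replicate 3 was deposited with Cy5 alone. The authors deposited scanner output of Agilent Feature Extraction 9.5.1.1 with a background-subtracted and dye-normalized signal intensity for each of 43376 spots per array. The percentage of spots well above background ran from 49.9% to 77.5% in siGFP samples (median 61.5%), from 43.7% to 67.7% at 72 h (median 60.1%) and from 44.5% to 65.8% at 2 w (median 53.6%). The number of arrays limits the precision of every value. The arrays lay on 3 slides. Slide 1 held siGFP replicate 1 alone, slide 2 held siGFP replicate 3, 72 h replicates 2 and 3 and 2 w replicate 3, and slide 3 held siGFP replicate 2, 72 h replicate 1 and 2 w replicates 1 and 2. The percentage of spots well above background was 73.0% to 77.5% on slide 1, 59.7% to 67.7% on slide 2 and 43.7% to 60.3% on slide 3. The signals were put on the log2 scale, spots of 1 probe were averaged, the 17 samples were quantile normalized and the channels of each extract were averaged with the dye effect removed. Of 41000 probes, 19303 were well above background in all samples of at least 1 group and were tested with limma over the 9 extracts, with Benjamini-Hochberg adjustment over probes. A fit with slide as a block and the differences within slide 2 and within slide 3 were computed for each comparison, and they are printed for part of the genes named and for most groups of genes. Since slide 1 held siGFP replicate 1 alone, the blocked fit takes its differences from siGFP on replicates 2 and 3. Each difference from siGFP within a slide rests on 1 siGFP extract. Samples at 72 h shared no array with siGFP samples, so their differences from siGFP hold differences between arrays, also within a slide. On slide 3, 43.7% and 45.5% of spots were well above background for 72 h replicate 1, against 60.3% and 49.9% for siGFP replicate 2. Groups of genes were tested with limma's camera on the brightest kept probe of each gene, with adjustment over 34 lists and both times. These lists are not the Hallmark sets of the paper's GSEA, so they do not repeat its tests. The tests, the gene lists, the rule for the genes named and the main alternatives were set before the data were examined, and the rule for missing values in fits with a block was added after results were seen.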

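In the clustering of the 9 extracts over the probes kept, by Euclidean distance and average linkage, IMR90-siCENP-E and siGFP cells lay closer to extracts of the same slide than to extracts of their own group. The nearest neighbour of an extract was of its own group in 2 of 9 extracts and lay on its own slide in 8 of 9. The extracts of different groups that were nearest neighbours on a slide also shared arrays. They were 2 w replicate 1 with siGFP replicate 2, 2 w replicate 2 with 72 h replicate 1 and 2 w replicate 3 with siGFP replicate 3. In these pairs, nearness by slide cannot be told apart from nearness by array. Over the 17 channel samples, the nearest neighbour was of the same group for 11, on the same slide for 16 and of the same extract for 5. Correlation across probes, which are not independent replicates, had a median of 0.969 between extracts of 1 group and 1 slide, 0.919 between extracts of 1 group on different slides, 0.959 between extracts of different groups on 1 slide and 0.907 where neither was shared. The first median rests on 2 pairs, 0.992 for 72 h replicates 2 and 3 and 0.946 for 2 w replicates 1 and 2. Same-dye samples of 72 h replicates 2 and 3 differed by 0.225 (Cy5) and 0.277 (Cy3), as scaled median absolute deviation over probes (log2). The 2 dyes of each of these extracts differed more, by 0.354 and 0.358. The largest principal component held 45.3% of the variance and the next 22.1%. The same counts for the 9 extracts were found without the filter on dim probes and with a 75th percentile shift in place of quantile normalization.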

The dendrogram in Figure S1 shows the hierarchical clustering between IMR90 control cells and siCENP-E at 72 h and 2 w.

To detect the differentially expressed genes (DEGs), data from three replicated experiments were arranged and each expression profile was annotated, filtered and ranked to provide the final gene list. DEGs with a significance level of *p* < 0.05 were chosen, while to highlight slight differences in the expression levels we also selected DEGs with a fold change >1.4.

This analysis highlighted 552 DEGs in IMR90-siCENP-E 72 h (301 upregulated, 251 downregulated) and 222 DEGs in IMR90-siCENP-E 2 w (133 upregulated, 89 downregulated) (Figure 1A). 

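At 72 h, HAS2, a hyaluronan synthase, was 3.35-fold higher in IMR90-siCENP-E than in siGFP cells (log2 difference 1.74, standard error 0.51), and SEMA6D, a semaphorin, was 2.67-fold higher (log2 difference 1.42, standard error 0.36). The other increases named by the rule were 1.56 for CDCP1, 1.21 for the carboxypeptidase CPA4, 1.17 for NTM, 1.17 for EMB, 1.14 for the PI3-kinase subunit PIK3R1, 1.13 for ZNF827, 0.92 for DOK5 and 0.84 for RNF115 (log2). The decreases named by the rule were -2.66 for FOS (-2.66 within slide 2 and -0.48 within slide 3) and -2.37 for FOSB (-2.90 within slide 2 and 0.12 within slide 3), with the phosphodiesterase PDE4D at -1.87 (log2), SLC35F3 at -1.97, MUC6 at -1.56, NDRG2 at -1.258, the ion channel TRPA1 at -1.24, the glutathione transferase GSTM5 at -1.19, COLEC12 at -1.11 and ATP8B5P at -1.08.

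At 2 w, the increases named by the rule were 3.38 for FAM167A, 3.00 for the RNA editing enzyme ADARB1, 2.87 for CEMIP, 2.71 for the protease inhibitor TFPI2, 2.15 for TRABD2A, 2.12 for SLC35F3, 2.03 for GAS1, 2.01 for PDE4D, 1.84 for AKAP12 and 1.61 for COXFA4L3. The decreases were -4.59 for FOS, -3.39 for FOSB, -2.88 for the Notch target HES1, -2.57 for CNIH3, -1.81 for the matrix protein periostin (POSTN), -1.69 for EGR1, -1.61 for the interferon-induced MX1, -1.30 for FRZB, -1.27 for LFNG and -1.05 for the cholesterol carrier STARD4. PDE4D was well above background in 4 of 5 siGFP, 1 of 6 72 h and 6 of 6 2 w samples, and SLC35F3 in 4, 2 and 6.

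None of these genes passed an adjusted p of 0.05. In limma, 0 of 19303 probes passed at 72 h (smallest adjusted p = 0.999) and 0 at 2 w (smallest adjusted p = 0.917), with 411 and 655 probes at an unadjusted p under 0.05. At the fold change and unadjusted p thresholds of the paper, 411 probes passed at 72 h (165 higher and 246 lower) and 655 at 2 w (528 higher and 127 lower). Over all tested probes the median log2 difference from siGFP was 0.076 at 72 h and 0.19 at 2 w, and 0.041 and 0.016 with slide as a block. Counts of higher genes at 2 w without the block hold this shift of all probes. Student's t-test, which the paper's methods name, gave 337 and 209 probes at those thresholds and 0 and 1 after adjustment. With slide as a block, 1190 (667 higher and 523 lower) and 915 (585 higher and 330 lower) passed the paper's thresholds, and 0 probes at 72 h and 0 at 2 w passed the adjusted p. That fit tested 19250 probes, as it left out those whose missing values put siGFP or siCENP-E on a slide of its own. That rule was added after results were seen, and without it 5 probes (4 higher and 1 lower) passed the adjusted p at 2 w, FOS and 4 whose only siGFP value lay on slide 1. With the rule, the smallest adjusted p from limma at 2 w was that of FOS (0.162), which was at -4.30, -5.22 within slide 2 and -3.48 within slide 3.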

Among the DEGs, we observed significant downregulation of the targeted gene CENP-E at 72 h post-transfection (logFC-1.26, *p*-value 0.009), confirming the functionality of the used siRNAs, our previous data [9] and the reliability of our microarray analysis. On the other hand, at the late timepoint, the CENP-E transcript value was not significantly downregulated, suggesting that cells were not exposed anymore to siRNAs targeting CENP-E.

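CENPE, the siRNA target on chromosome 4, was 0.718 times its siGFP level at 72 h. Its mean log2 signal was 9.28 ± 0.21 (SD, n = 3) in IMR90-siCENP-E cells at 72 h and 9.76 ± 0.68 (SD, n = 3) in siGFP cells, a log2 difference of -0.48 (standard error 0.37). The siGFP extracts differed more among themselves than the groups did, at 8.99, 10.25 and 10.04, while the 72 h extracts lay at 9.53, 9.16 and 9.16. An exact two-sided permutation test of the 3 extracts of each group gave p = 0.4, where the smallest p that 3 against 3 allow is 0.1, and the adjusted p from limma was 0.999. After blocking on slide, the log2 difference was -0.81 (standard error 0.19, adjusted p = 0.78, unadjusted p = 0.00266), 0.572 times the siGFP level. It was -0.88 within slide 2 and -0.73 within slide 3. Without siGFP replicate 1, the only extract on slide 1 and the lowest of the siGFP extracts, the difference was -0.86. The blocked value, the values within slides and this value all rest on siGFP replicates 2 and 3, so they are not separate checks.

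**Figure D1:**
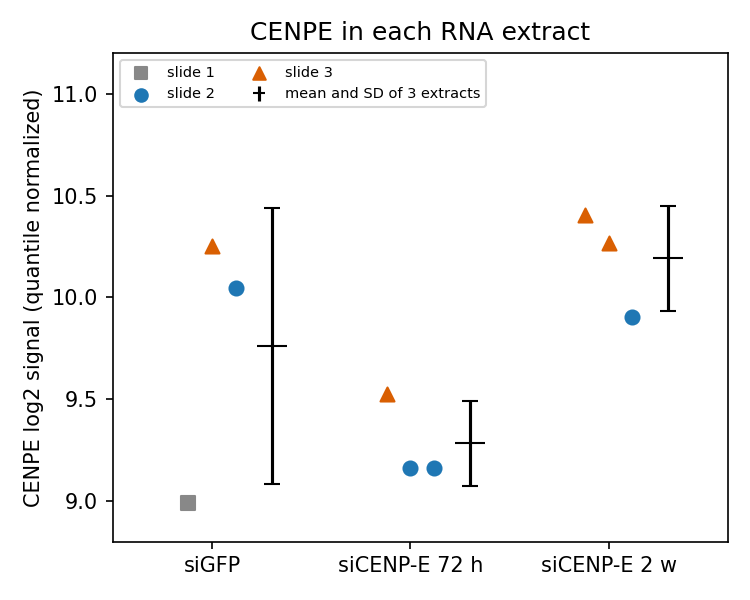
Quantile-normalized log2 signal of CENPE in each RNA extract (points, coloured by slide) of siGFP cells and of IMR90-siCENP-E cells at 72 h and 2 w, with the mean and SD of the 3 extracts of each group (bars). On slides 2 and 3 the 72 h extracts lie below the siGFP extract of the same slide, and siGFP replicate 1 on slide 1 lies at 8.99.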

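At 2 w, CENPE was 1.35 times its siGFP level, with extracts at 10.40, 10.27 and 9.90 (mean 10.19 ± 0.26, SD, n = 3). The log2 difference from siGFP was 0.43 (standard error 0.37, adjusted p = 0.917 from limma). In the slide-blocked fit it was -0.014, with -0.14 within slide 2 and 0.083 within slide 3, so that its sign depended on the slides. Against the 72 h extracts, CENPE was higher by 0.91 (log2) at 2 w, and each 2 w extract lay above each 72 h extract (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow).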

A Funrich V3 tool was used to perform a Gene Ontology (GO) analysis of the listed DEGs to characterize the early and late effects of CENP-E downregulation on cellular physiology. At 72 h from silencing, 11 molecular function (MF) terms were significantly enriched, including metallopeptidase activity, protein serine–threonine kinase, phosphatase activities and RNA-directed DNA polymerase activity. In addition, 19 cellular component (CC) terms were significantly enriched, including spindle microtubule, nucleoplasm and chromosome centromeric region. Moreover, 22 terms were significantly enriched among the biological process terms, including regulation of cell cycle, lipid metabolism and cell growth or maintenance (Table S1).

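Among the genes that Table S1 gives for metallopeptidase activity at 72 h, 4 of 7 measured were higher and 3 lower than in siGFP cells. The aggrecanase family member ADAMTS9 was at -1.05 and MMP11, a matrix metalloprotease, at 0.48 (log2). Of the serine-threonine kinases in that table, 5 of 8 were lower, among them the checkpoint kinase CHEK2 at -0.65 and the mitotic kinase PBK at -0.35. TERT, the gene named for RNA-directed DNA polymerase activity, was not well above background in all samples of any group. The metallopeptidase genes had a mean of 0.051 and, with slide as a block, -0.20 (-0.28 within slide 2, -0.095 within slide 3). The kinases had a mean of -0.050 and a slide-blocked mean of -0.18 (-0.33 and 0.023). No gene of either list passed an adjusted p of 0.05 in limma over all probes. Adjusted over the list alone none passed without the block, while with it 3 metallopeptidase genes were higher and 3 lower, and 1 kinase was higher and 1 lower. The study chose both lists on these samples, so their direction is not independent evidence.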

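Of the 3 measured genes that Table S1 gives for the centromeric region at 72 h, DSCC1, CENPE and BIRC5, 2 were lower over all extracts and 3 with slide as a block (mean log2 differences -0.15 and -0.42), with DSCC1 at 0.33 and -0.089. BIRC5 encodes survivin, a member of the chromosomal passenger complex. Of the spindle microtubule genes 4 of 5 were lower (mean -0.067, slide-blocked mean -0.36), among them the mitotic kinase CDK1 at -0.66 and the kinetochore protein SKA1 at -0.42 with slide as a block. Of the nucleoplasm genes 12 of 17 were lower without the block and 16 with it (means -0.23 and -0.37). The mean differences within slide 2 and within slide 3 were -0.59 and -0.21 for the centromeric genes (3 and 2 lower), -0.56 and -0.082 for the spindle genes and -0.43 and -0.31 for the nucleoplasm genes. No member passed the adjusted p in limma over all probes, and adjusted over the list alone 1 centromeric gene, CENPE itself, the siRNA target, at -0.81, passed in the blocked fit alone, and it accounts for most of the slide-blocked mean. These lists were chosen by the study on the same samples, so they are not independent evidence of a direction.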

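The 3 genes of Table S1 for regulation of the cell cycle at 72 h were lower, with CHEK2 at -0.82, the spindle protein DLGAP5 at -0.60 and SKP2, which marks cell cycle inhibitors for degradation, at -0.29 in the slide-blocked fit (mean -0.57, and -0.45 without the block). Its 3 lipid metabolism genes were lower as well, with a mean of -0.70 and a slide-blocked mean of -0.77. They are PTGS1, the cyclooxygenase of prostaglandin synthesis, at -0.66 by the probe that the list uses, the galactosyltransferase gene B4GALT4 at -1.23 within slide 2 and -0.91 within slide 3 and the lipid phosphatase gene PLPP2 at -0.67. Within slide 2 and within slide 3 the cell cycle genes had means of -0.74 and -0.34 and the lipid genes -0.84 and -0.79. None passed limma's adjusted p over all probes, and adjusted over the list alone 2 genes of each list were lower in the blocked fit alone. The lists were chosen on these samples and are not independent evidence of their direction.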

At 2 weeks from CENP-E silencing, 9 molecular function (MF) terms were significantly enriched, including phosphoric diester hydrolase activity and MHC classes I and II receptor activity. 

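The 3 phosphodiesterase genes of Table S2 were all higher at 2 w than in siGFP cells, with a mean log2 difference of 2.10. PDE4D and PDE4B, which degrade cAMP, were at 2.01 (standard error 0.36) and 2.19 (standard error 0.57), and the glycerophosphodiesterase GPCPD1 was at 2.09. The slide-blocked mean was 1.84, with 0.78 within slide 2 and 2.61 within slide 3. For MHC class I and II receptor activity, MR1 was at 0.24 and HLA-DPB1 at 0.37, which became 0.64 and -0.53 with slide as a block (HLA-DPB1 at -0.60 within slide 2 and -0.38 within slide 3). In limma none of these genes passed the adjusted p over all probes, and 3 of the phosphodiesterases did so adjusted over the list alone, with and without the block, which is not independent evidence because the study chose the list on these samples.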

Seven cellular component (CC) terms were significantly enriched, including extracellular space and SCF ubiquitin ligase complex. In addition, 6 terms were significantly enriched among the biological process terms, including carbohydrate-mediated signaling, lipid metabolism and signal transduction (Table S2).

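Of the genes that Table S2 gives for the extracellular space, 7 of 8 measured were higher at 2 w. The chemokine CCL2 was 2.93-fold higher (log2 difference 1.55, standard error 0.43), the protease inhibitor SERPINB1 was at 1.04 and the receptor tyrosine kinase KIT at 0.85. Their mean was 0.75, and 0.45 with slide as a block (0.18 within slide 2 and 0.65 within slide 3). SKP2 and CCNF, F-box proteins of SCF ubiquitin ligases, were at 0.82 and 0.33, and at 0.54 and -0.079 with the block. In limma no gene passed an adjusted p of 0.05 over all probes, and 3 of the extracellular genes did so adjusted over the list alone (2 with the block), a list that the study chose on these samples and that is not independent evidence.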

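COLEC12, a scavenger receptor and the gene of Table S2 for carbohydrate-mediated signaling, was 1.75-fold higher at 2 w (log2 difference 0.81, standard error 0.36, adjusted p = 0.917 from limma), with 0.90 in the slide-blocked fit, 0.57 within slide 2 and 1.15 within slide 3. Of the lipid metabolism genes, B4GALT4 was at 1.87 (standard error 0.53), and at 0.24 within slide 2 and 1.93 within slide 3. The lipid phosphatase gene PLPP3, listed there as PPAP2B, was at 1.68, and at 1.08 with slide as a block.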

We also clustered significantly DEGs depending on their role in specific biological pathways. This analysis revealed a set of genes belonging to the FOXM1 transcription factor network, mitotic pathway, cell cycle, mitotic M-M/G1 phase and ATM pathway at an early timepoint. On the other hand, biological pathways characterizing the late timepoint included the TRAIL signaling pathway, epithelial-to-mesenchymal transition and integrin family cell surface interactions (Figure 1B,C). 

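The cell cycle genes of Table S3 were mostly lower at 72 h. Of 18 measured genes of the mitotic cell cycle 16 were lower (mean log2 difference -0.28), among them the checkpoint gene MAD2L1 at -0.61, the transcription factor MYBL2 at -0.63 and the kinesin KIF20A at -0.51. Of the FOXM1 network 5 of 7 were lower (mean -0.20). Genes of the ATM pathway went both ways, with 9 of 15 higher (mean 0.061), such as the p53 regulator MDM2 at 0.44 and the death receptor FAS at 0.49. When slide was a block, 17 mitotic genes were lower (mean -0.44, -0.58 within slide 2 and -0.29 within slide 3), as were 7 of the FOXM1 genes (mean -0.44, -0.64 and -0.20), and the ATM genes had a mean of -0.024 (-0.13 and 0.11). No single gene passed limma's adjusted p over all probes, and adjusted over the list alone 1 mitotic gene, lower, passed in the blocked fit alone. The study drew these lists from the same samples, so they are not independent evidence of a direction.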

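All 6 measured genes that Table S4 gives for epithelial-to-mesenchymal transition were higher at 2 w (mean log2 difference 1.08). They include GAS1, a growth arrest gene, at 2.03 (standard error 0.46), the scaffold protein AKAP12 at 1.84 (standard error 0.44) and the coactivator WWTR1, known as TAZ, at 0.16, which was -1.264 within slide 2 and 0.61 within slide 3. The TRAIL list had 12 of 19 genes higher (mean 0.022) and the integrin list 13 of 19 (mean 0.10), with the sphingosine kinase SPHK1 at 1.09, the proapoptotic PMAIP1 at -0.62 and FOS among the lower genes. Blocked by slide, the means were 0.80 for the transition genes, of which 4 were then higher (0.27 within slide 2, 1.18 within slide 3), -0.28 for the TRAIL list (-0.38 and -0.14) and -0.20 for the integrin list (-0.31 and -0.083). In limma no gene passed an adjusted p of 0.05 over all probes. Adjusted over the list alone, in the fit without the block, 3 transition genes were higher and 2 genes of the TRAIL and 2 of the integrin list were higher and 1 of each lower. With the block, 4 transition genes were higher, 3 TRAIL genes higher and 4 lower and 3 integrin genes higher and 3 lower, adjusted over the list alone. This is not independent evidence because the study chose the lists on these samples.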

More details can be found in Tables S3 and S4.

Moreover, we identified DEGs shared by IMR90 cells after CENP-E partial depletion at both timepoints (Table 1).

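Of the 15 genes in Table 1, 11 had a probe well above background in all samples of at least 1 group. TFPI2, an inhibitor of serine proteases, differed the most between the times, at -1.42 (standard error 0.57) at 72 h and 2.71 (standard error 0.57) at 2 w. B4GALT4 ran the same way, at -0.63 and 1.87, and UACA, a regulator of the apoptosome, the opposite way, at 0.42 and -1.03. KIT, the stem cell factor receptor, was higher at both times, at 0.54 and 0.85. SRGAP2 was at 1.06 and 0.019, MR1 at 0.064 and 0.24, RELL2 at 0.47 and 0.20, SKP2 at -0.20 and 0.82, RPL23 at 0.12 and -0.21, SLC24A1 at 0.0046 and -0.14 and IQCN, listed there as KIAA1683, at -0.39 and 0.0029. With slide as a block TFPI2 was at -1.41 and 2.33 (log2), B4GALT4 at 0.5 times its siGFP level at 72 h and 2.37 times at 2 w, UACA at 0.42 and -1.33 (log2), IQCN at 0.37 at 72 h, opposite in direction, and KIT at 0.56 and 0.89 (log2). Within slide 2 and within slide 3, TFPI2 was at -2.18 and -0.54 at 72 h and at 1.20 and 3.23 at 2 w. None passed an adjusted p of 0.05 in limma, and 1 of the 11 passed the paper's thresholds at both times. Adjusted over the table alone, 3 genes were higher at 2 w, and 4 higher and 1 lower with the block. The study chose these genes on the same samples.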

Nineteen DEGs (12 upregulated and 7 downregulated) expressed in a coordinated manner (upregulated or downregulated in both samples), were shared between the two samples (Figure 1D,E).

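Over the kept probes, 21 were higher and 24 lower at both times past the paper's thresholds. Among the 17141 probes with a value in every extract, 66 passed at both times, of which 17 were higher at both, 25 lower at both and 24 ran in opposite directions. PDE4D, SLC35F3 and TFPI2 are among those that were lower at 72 h and higher at 2 w, and FOS and FOSB among those lower at both. With slide as a block, 172 of the kept probes passed at both times, 77 higher at both, 28 lower at both and 67 in opposite directions. Both comparisons use the same siGFP extracts. In a simulation that leaves out the slides, unchanged groups set against them gave 878 and 881 probes past the thresholds at the 2 times, against 396 and 572 observed, and shared 223 probes on average, with 109 higher, 111 lower and 3.8 in opposite directions. As these lists are longer than the observed ones, the shared counts cannot be set against each other. Independent lists of the observed sizes would share 3.84 higher, 1.8 lower and 7.57 opposite probes. The covariance of the log2 differences was 0.103, against 0.119 in the simulation. With 3 siGFP extracts the controls could not be split, so part of the overlap may come from the shared controls.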

### 3.2. Validation of Arrays Data Using RT-qPCR Analysis

We validated the observed gene expression changes found with the microarray analysis via RT-qPCR in independent biological replicates of IMR90 cells treated with the CENP-E siRNA under the same conditions used for the microarrays analysis. Five DEGs were randomly selected for RT-qPCR: DUSP6, BTG2, CYFIP2, KLF4 and TFPI2 (Figure 2). Gene fold changes resulting from RT-qPCR were in agreement with the microarray data. Although there was a small difference in the fold change values between the two methods, generally the results were correlated.

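On the arrays, TFPI2 was 0.375 times its siGFP level at 72 h and 6.55 times at 2 w. DUSP6, a phosphatase of the ERK pathway, was at 1.18 and 0.361 times (log2 differences 0.24, standard error 0.54, and -1.47, standard error 0.54). KLF4, a transcription factor of the Krüppel family, was at 0.866 and 0.752 times (-0.21 and -0.41). In the slide-blocked fit DUSP6 was at 0.054 and -1.92 and KLF4 at 0.51 and 0.013. Within slide 2 and within slide 3, DUSP6 was at -0.68 and 1.22 at 72 h and at -1.65 and -1.91 at 2 w, and KLF4 at 1.20 and -0.44 and then 0.33 and -0.36. None passed an adjusted p of 0.05 in limma. BTG2 and CYFIP2 have no probe named in the annotation used, and the RT-qPCR fold changes that Table S7 prints have no deposited measurements to derive them from.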

### 3.3. Gene Set Enrichment Analysis (GSEA)

Microarray data were further analyzed with the GSEA bioinformatics software [21] to identify gene sets significantly downregulated at early (72 h) and late (2 w) timepoints in IMR90-siCENP-E cells with respect to control cells (siGFP). This analysis revealed a pattern of pathways and networks being altered in transfected human primary fibroblasts at the two timepoints. Table 2 shows the significant (FDR *q*-val < 0.2) downregulated gene sets. 

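The groups of genes tested here are fixed lists that differ from the Hallmark sets of the paper, also where their names are alike. In IMR90-siCENP-E cells at 72 h, genes of the kinetochore and the spindle assembly checkpoint, the attachment machinery of chromosomes, were lower as a group. Of 46 measured genes 29 were lower (mean log2 difference -0.12, camera adjusted p = 0.0159, adjusted p = 0.989 with an estimated correlation), with NUF2 of the outer kinetochore at -0.72 and INCENP, of the chromosomal passenger complex, at -0.79. Genes of the extracellular matrix were higher in 45 of 59 (mean 0.33, adjusted p = 0.00663, and 0.989 as the adjusted p with an estimated correlation), such as the collagens COL11A1 at 1.10 and COL6A3 at 0.51. Genes of hypoxia and glycolysis were higher in 32 of 39 (mean 0.39, adjusted p = 0.00538, adjusted p = 0.989 with an estimated correlation), with the carbonic anhydrase CA12 at 1.32, the pyruvate dehydrogenase kinase PDK1 at 0.99 and the enolase ENO2 at 1.04. Immediate early genes, induced by growth factors, were lower in 31 of 42 (mean -0.45, adjusted p = 6.0e-05, adjusted p = 0.989 with an estimated correlation), with NR4A3 at -2.38 (-3.36 to -1.04 with 1 extract left out at a time).

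With slide as a block, the cell cycle groups lay lower. Kinetochore genes had a mean of -0.20, mitotic kinesins and spindle genes -0.28 with 31 of 40 lower, and cyclins and G2/M regulators -0.20 with 30 of 41 lower. The core histone genes, expressed in S phase, were lower in 28 of 31 (mean -0.31). Genes of cholesterol synthesis were higher in 18 of 20 (mean 0.45), including SQLE at 0.87, INSIG1 at 0.84 and EBP at 0.78, and p53 target genes in 31 of 38 (mean 0.32), including SPATA18 at 0.85, TRIM22 at 0.68 and MDM2 at 0.52. The adjusted p in this fit were 9.9e-05 for the kinetochore, 1.6e-06 for the kinesins, 2.6e-04 for G2/M regulators, 1.0e-05 for histones, 1.0e-05 for cholesterol and 1.1e-04 for p53 targets. The corresponding values were 0.688, 0.599, 0.688, 0.688, 0.599 and 0.599 as adjusted p with an estimated correlation. Without the block the adjusted p were 0.0995 for kinesins (mean -0.051), 0.196 for G2/M regulators (-0.028), 0.265 for histones (-0.0078), 0.795 for cholesterol (0.029, median -0.036) and 0.0541 for p53 targets (0.24). Apoptosis genes were higher in 14 of 31 (mean 0.068, median -0.039, adjusted p = 0.661, slide-blocked mean 0.16). No gene of these lists passed an adjusted p in limma over all probes or, in the fit without the block, adjusted over the list alone, where with it 3 cholesterol genes and 1 hypoxia gene were higher. Within slide 3 the kinetochore genes had a mean of 0.044 and the immediate early genes 0.27, against -0.41 and -0.32 within slide 2, so that neither held its direction on both slides. The kinesins were at -0.46 and -0.053, G2/M regulators at -0.42 and 0.075, histones at -0.42 and -0.26, cholesterol genes at 0.57 and 0.34 and p53 targets at 0.31 and 0.38. Matrix genes, at 0.029 within slide 2 and 0.38 within slide 3, had a slide-blocked mean of 0.19 and no longer passed (adjusted p = 0.0864), nor did immediate early genes (-0.067, adjusted p = 0.716). Hypoxia genes (0.35, adjusted p = 5.7e-04, 0.38 within slide 2 and 0.32 within slide 3) and interferon genes, higher in 34 of 47 (0.25, adjusted p = 0.0333), passed with the block, at an adjusted p = 0.599 and 0.599 with an estimated correlation.

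**Figure D2:**
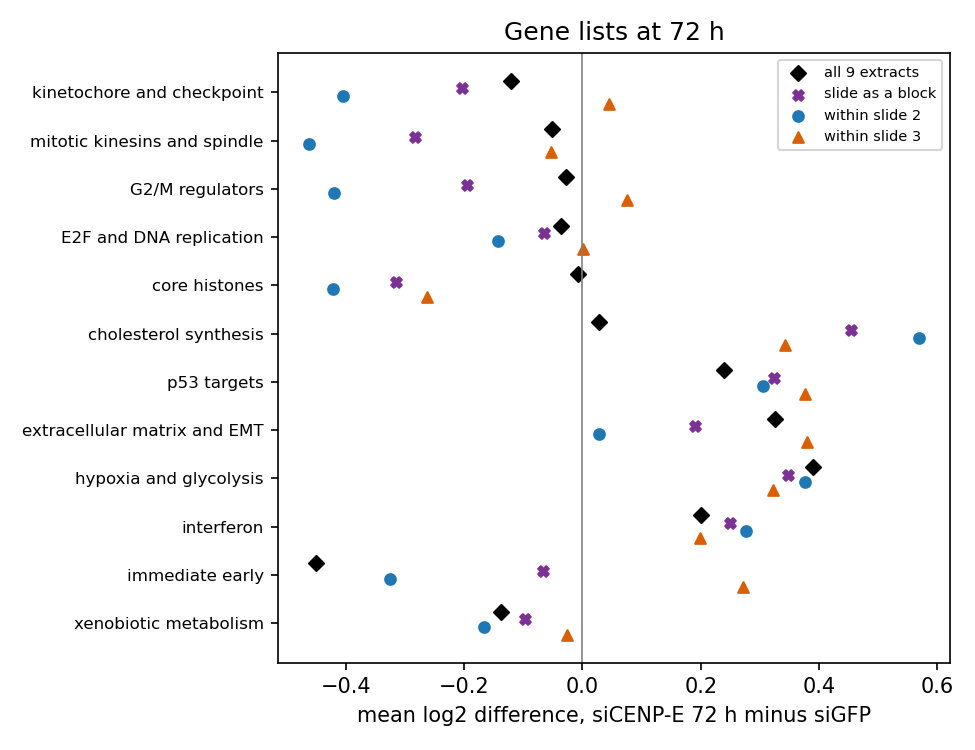
Mean log2 difference between IMR90-siCENP-E cells at 72 h and siGFP cells over the measured genes of 12 gene lists, from all 9 extracts, with slide as a block, within slide 2 and within slide 3 (points). Cholesterol synthesis, p53 target and hypoxia genes lie above 0 and core histone genes below 0 on both slides, while kinetochore and G2/M genes lie below 0 on slide 2 and above 0 on slide 3.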

Among the gene sets significantly enriched in IMR90-siCENP-E 72 h, two were found to be upregulated, namely cholesterol homeostasis and apoptosis, while ten were found to be downregulated, including G2/M checkpoint and mitotic spindle gene sets. On the other hand, GSEA analysis in IMR90-siCENP-E 2 w cells showed fifteen gene sets to be significantly enriched, eleven of which were upregulated, including epithelial–mesenchymal transition, interferon gamma response and hypoxia, with four downregulated gene sets, including mTORC1 signalling and P53 pathway.

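At 2 w, genes of cholesterol synthesis were lower in IMR90-siCENP-E cells in 18 of 20 measured (mean log2 difference -0.61, camera adjusted p = 1.8e-13, adjusted p = 0.989 with an estimated correlation), among them the sterol oxidase MSMO1 at -1.80 (0.14 within slide 2, -1.74 within slide 3) and HMGCS1, which makes HMG-CoA, at -1.31 (0.32 and -1.03). Target genes of p53 were lower in 26 of 38 (mean -0.12, adjusted p = 2.6e-05, adjusted p = 0.989 with an estimated correlation), with the stress cytokine GDF15 at -0.67 and the kinase PLK3 at -0.71. Matrix genes were higher in 49 of 59 (mean 0.55, adjusted p = 0.00538, adjusted p = 0.989 with an estimated correlation), with the collagens COL7A1 at 1.24 and COL6A3 at 1.00, while periostin was lower. Interferon genes were higher in 29 of 47 (mean 0.078), which lay below the other genes in the test without passing it (adjusted p = 0.124), with MX1 and IFI44, both induced by interferon, lower and the proteasome subunit PSMB10 at 1.40.

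Mitotic kinesins and spindle genes, among them the kinase AURKA at 1.14 (-0.13 within slide 2, 1.40 within slide 3), were higher in 40 of 40 (mean 0.57, adjusted p = 1.8e-04, and 0.989 as adjusted p with an estimated correlation), as were 37 of 41 G2/M regulators (mean 0.55, adjusted p = 5.5e-04, and 0.989 as adjusted p with an estimated correlation). After blocking on slide, the means were -0.29 for cholesterol (-0.040 within slide 2, -0.47 within slide 3, adjusted p = 8.4e-05), -0.21 for p53 targets (-0.12 and -0.27, adjusted p = 2.3e-05) and 0.18 for the matrix (-0.033 and 0.36, adjusted p = 0.0297). They were 0.14 for kinesins (-0.023 and 0.29, adjusted p = 0.167) and 0.18 for G2/M regulators (-0.080 and 0.40, adjusted p = 0.052), which no longer passed. With the block and an estimated correlation, no list of either time passed. The median over all tested probes at 2 w was 0.19, and 0.016 with the block, so the counts of higher genes without the block hold a shift of all probes. No gene of these lists passed limma's adjusted p over all probes, and adjusted over the list alone 1 matrix gene, lower, passed without the block and none with it.

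**Figure D3:**
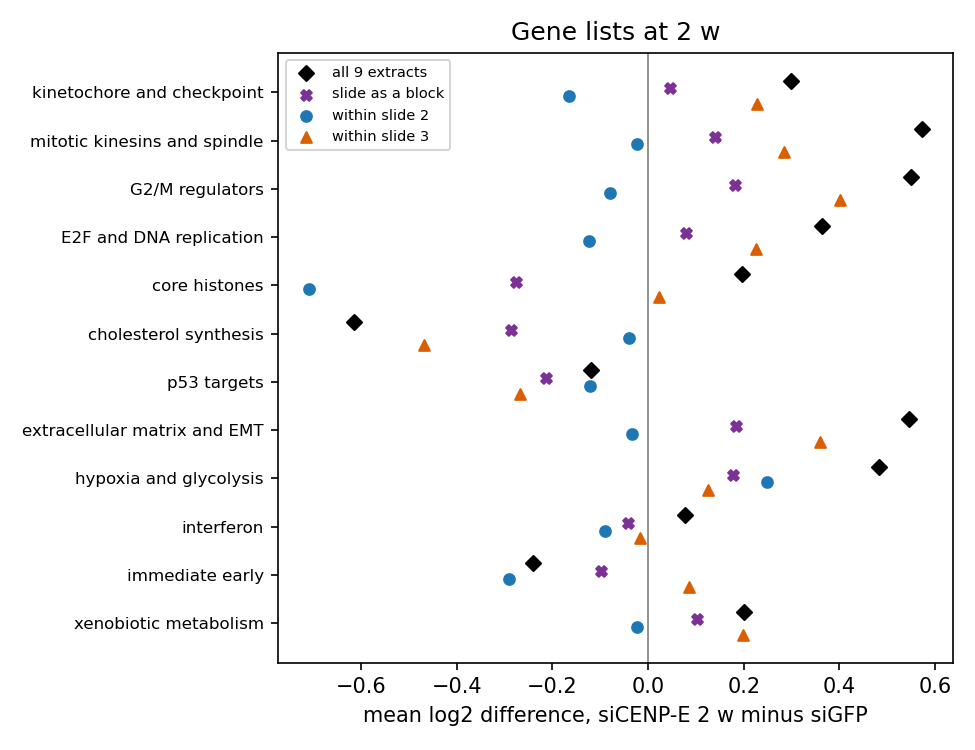
Mean log2 difference between IMR90-siCENP-E cells at 2 w and siGFP cells over the measured genes of 12 gene lists, from all 9 extracts, with slide as a block, within slide 2 and within slide 3 (points). Cholesterol synthesis and p53 target genes lie below 0 in each, and the cell cycle groups lie above 0 over all extracts and below 0 within slide 2.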

Interestingly, we found that only one gene set was shared but differently downregulated in both early and late siCENP-E IMR90 cells—the xenobiotic metabolism hallmark (Figure 3). 

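Genes of xenobiotic metabolism and the NRF2 response were lower in 35 of 60 at 72 h (mean log2 difference -0.14) and higher in 42 at 2 w (mean 0.20). The list is not the Hallmark set of the paper. The aldo-keto reductase AKR1C3 was at -1.75 and -1.32, the alcohol dehydrogenase ADH1A at -1.14 and 1.24, and the drug transporter ABCC3 at 0.46 and 0.88. At 72 h the camera adjusted p was 0.0277, and the adjusted p = 0.989 with an estimated correlation. At 2 w the list's test pointed downward against the other genes although its mean was above 0 (adjusted p = 0.815). In the slide-blocked fit the means were -0.097 at 72 h (adjusted p = 0.141, -0.17 within slide 2, -0.025 within slide 3) and 0.10 at 2 w (adjusted p = 0.473, -0.024 and 0.20). No member passed limma's adjusted p over all probes, and adjusted over the list alone none passed without the block and 2, higher at 2 w, with it. Of the genes of Table S5, 12 of 15 were lower at 72 h (slide-blocked 14, mean -0.37, -0.36 within slide 2 and -0.42 within slide 3), and of those of Table S6, 16 of 17 were higher at 2 w with and without the block (means 0.44 and 0.57), while within slide 2 their mean was 0.063 with 7 lower, against 0.70 with 1 lower within slide 3. These are lists that the study chose on these samples and that are not independent evidence.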

The expression levels of five genes belonging to this gene set (TPST1, ATOH8, MAOA, TYR, AKR1C2) were altered in the two samples (72 h and 2 w), although in opposite directions, being downregulated in early siCENP-E cells and upregulated in late siCENP-E cells (Tables S5 and S6).

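TPST1, a tyrosylprotein sulfotransferase, was at -0.21 (standard error 0.52) at 72 h and 0.82 (standard error 0.52) at 2 w (log2 differences from siGFP). ATOH8, a helix-loop-helix transcription factor, was at -0.11 (standard error 0.57) and 1.08 (standard error 0.57). When slide was a block, TPST1 was at -0.18 and 0.44 and ATOH8 at -0.32 and 0.44. Within slide 2 and within slide 3, TPST1 was at -0.25 and -0.22 at 72 h and at -0.088 and 0.78 at 2 w, and ATOH8 at -0.42 and -0.29 and then 0.034 and 0.71. Neither passed an adjusted p of 0.05 in limma. The monoamine oxidase MAOA and the tyrosinase TYR were not well above background in all samples of any group, and AKR1C2 has no probe named in the annotation used.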

Deepening the analysis of this specific downregulated gene set, we focused on the mitotic spindle gene set, which was significantly enriched in the IMR90-siCENP-E 72 h sample. 

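Mitotic spindle genes were lower at 72 h mainly in comparisons within slides. Of the genes that Table 3 lists, 36 were measured, of which 18 were lower than in siGFP cells over all extracts (mean log2 difference -0.098) and 31 with slide as a block (mean -0.28). In that fit RACGAP1, which acts in cytokinesis, was at -0.64, the kinase NEK2 at -0.62, cyclin CCNB2 at -0.58 and the checkpoint kinase BUB1 at -0.39. Among the genes above 0 were PXN, a focal adhesion protein, at 1.09 and ROCK1, a kinase of the actin cytoskeleton, at 0.64. Within slide 2 the mean was -0.37 with 32 genes lower, and within slide 3 it was -0.17 with 21 lower. No gene passed an adjusted p of 0.05 in limma, over all probes or adjusted over the list alone, and the list was chosen on these samples, so that it is not independent evidence.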

We found that forty-two genes belonging to this gene set were downregulated (Table 3). Among these, eight are mitotic kinesins and spindle-associated genes (CENP-F, CENP-J, KIF2C, KIF4A, KIF23, KIF15, CKAP5, TPX2). In particular, CENP-F and CENP-J are centromere proteins associated with kinetochores, similarly to CENP-E.

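Of the kinesin and spindle genes, KIF15 and KIF23, motors of spindle assembly and cytokinesis, had the lowest values at 72 h, at -0.52 (standard error 0.33) and -0.41 (standard error 0.41), and at -0.66 and -0.58 with slide as a block. CENPF was at -0.33, the centriole gene CENPJ, annotated as CPAP, at -0.20, the chromokinesin KIF4A at -0.24, KIF2C, a microtubule depolymerase, at 0.027, the microtubule polymerase CKAP5 at 0.019 and the spindle assembly factor TPX2 at 0.097. Blocked by slide, all 8 lay below 0, with -0.21 for CENPF, -0.22 for CENPJ, -0.31 for KIF4A, -0.30 for KIF2C, -0.038 for CKAP5 and -0.24 for TPX2. Within slide 2 each was below 0, and within slide 3 CKAP5 at 0.056 and TPX2 at 0.20 were above it. None passed limma's adjusted p.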

Moreover, the study of the DEG members from each gene set downregulated in the two samples revealed a list of genes altered at both timepoints, although belonging to different pathways. We found two genes (BTG2 and DDIT3) upregulated at 72 h from CENP-E knockdown and downregulated at 2 w belonging to apoptosis and P53 pathway gene sets and shared among the two samples.

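DDIT3, also named CHOP, a transcription factor of the endoplasmic reticulum stress response, was 1.12 times its siGFP level at 72 h (log2 difference 0.17, standard error 0.34) and 0.59 times at 2 w (log2 difference -0.76, standard error 0.34). With slide as a block it was at 0.35 and -0.55. Within slide 2 it was at 0.74 at 72 h and 0.24 at 2 w, and within slide 3 at -0.029 and -1.15. The adjusted p from limma was 0.999 at 72 h and 0.917 at 2 w. BTG2 has no probe named in the annotation used.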

## 4. Discussion

Kinesin-like protein CENP-E is a critical component of the kinetochore that assures correct chromosome biorientation during mitosis. As a result, it is well known that partial loss or drug inhibition of CENP-E causes mitotic errors and aneuploidy in human cells [6,9,22]; however, the effects of CENP-E downregulation on gene expression are largely unknown. In this study, we comprehensively characterize for the first time the effects of CENP-E transient partial knockdown on transcriptomics in normal human cells.

Our previous studies showed that CENP-E downregulation induced aneuploidy in human fibroblasts and in near diploid cancer cells, which is maintained for at least two weeks [9]. In the current study, we expand on these findings to unveil the transcriptional program changes that cells undertake in response to the stressful condition correlated with CENP-E partial depletion.

We mimicked CENP-E haploinsufficiency in primary human fibroblasts IMR90 via RNA interference and followed these cells up to 2 weeks from siRNA transfection. The whole transcriptome was analyzed by microarray at 72 h (early) and 2 w (late) from siRNA transfection to evaluate the short- and long-term transcriptional consequences.

We performed a detailed analysis of the transcriptional changes occurring in human primary fibroblasts via DNA microarray. Using bioinformatics tools (R, FunRich and GSEA), we listed several differentially expressed genes to identify a list of common expressed genes, pathways and regulatory networks.

We found 552 downregulated genes at the early timepoint, showing that although CENP-E functions mainly during chromosome segregation, its downregulation also has pleiotropic effects involving several kinds of genes. Moreover, at the “late” timepoint, the number of differentially expressed genes was strongly reduced (222), which was most probably due to the ability of normal primary cells to progressively restore themselves to a steady state once the alteration (CENP-E reduction) exhausted itself; however, two weeks after siCENP-E transfection, there was still a non-negligible number of differentially expressed genes, which suggests that downregulation of CENP-E also causes long-term effects in cell homeostasis. 

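Compared directly, 4 probes were higher and 0 lower at 2 w than at 72 h at an adjusted p of 0.05 in limma, with 808 at an unadjusted p under 0.05. They are PDE4D, the phosphodiesterase of cAMP, at 3.88 (log2, adjusted p = 0.0068), SLC35F3 at 4.09 (adjusted p = 0.022) and 2 probes without a gene name, at least 8.51-fold and 7.53-fold higher. At 72 h PDE4D was well above background in 1 of 6 samples and SLC35F3 in 2, so that the sizes of these differences are uncertain, and the other 2 probes in 0, which leaves a bound against the lowest signal well above background. After blocking on slide, PDE4D alone passed (adjusted p = 0.0307), and the methods' t-test gave 0 after adjustment. The count was also 0 with no filter, with a filter on every sample and with Cy5 alone. It was 0 with slide as a block and 72 h replicates 2 and 3 averaged. By contrast it was 60 over the 17 channels with the extract as a random block and 10 in a fit to the 2 groups compared. For the counts at each time, the number of probes past the paper's thresholds rested on single extracts. When 1 extract was left out at a time it ran from 192 (without 72 h replicate 3) to 887 (without siGFP replicate 2) at 72 h and from 225 to 1786 at 2 w. From the smaller number of differentially expressed genes at the late timepoint, the paper proposes as most probable that normal cells progressively restore a steady state once CENP-E reduction has ended, and from the genes that remained it proposes long-term effects on cell homeostasis.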

Considering that until now CENP-E has never been found to be directly or indirectly involved in gene transcription (by binding transcription factors for example), we can infer that the observed transcriptional change is triggered by the cell condition that is established upon the reduction of CENP-E. We suggest that two cell conditions are induced by CENP-E reduction: (i) alteration of mitosis; (ii) aneuploidy. Since we looked at cells at 72 h after siRNA transfection, and even after 2 weeks, several or many generations from the first altered mitosis, and based to our previous work [16] (as discussed later), we strongly suggest that aneuploidy, in fact, triggered the transcriptional changes.

We found gene sets that were significantly associated with CENP-E-downregulated cells in respect to the control. 

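Between the times, the cell cycle groups were lower at 72 h than at 2 w. The means compared without the block hold no siGFP extract. The siGFP extracts do enter the spread behind each p and, with slide as a block, the slide terms. Over all tested probes the median of 2 w minus 72 h was 0.11, and -0.021 with slide as a block. The difference of 2 w minus 72 h had a mean (log2) of 0.42 over the kinetochore genes (39 of 46 higher at 2 w, adjusted p = 3.8e-04), 0.62 over mitotic kinesins and spindle genes (39 of 40, adjusted p = 5.7e-09), 0.58 over G2/M regulators (39 of 41, adjusted p = 1.6e-07) and 0.40 over E2F targets of DNA replication (54 of 61, adjusted p = 0.0019), by camera. The adjusted p = 0.942 with an estimated correlation for the kinetochore genes, and 0.942, 0.942 and 0.942 for the others. In the slide-blocked fit the means were 0.25, 0.42, 0.38 and 0.14. Within slide 2 they were 0.24, 0.44, 0.34 and 0.019, and within slide 3 0.18, 0.34, 0.33 and 0.22. Against siGFP cells, the E2F genes at 72 h had a mean of -0.037 with 34 of 61 lower (adjusted p = 0.219, slide-blocked mean -0.064). Adjusted over the list alone, no gene of these lists passed limma's adjusted p in the fit without the block, and with it 2 genes of mitotic kinesins and spindle were higher and 1 E2F gene was lower at 2 w than at 72 h.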

GSEA analysis showed that ‘E2F targets’, ‘mitotic Spindle’ and ‘G2/M checkpoint’ pathways were downregulated at the ‘early’ timepoint, suggesting that CENP-E reduction rapidly weakens the mechanisms controlling cell cycle progression. This is in accordance with the ‘early aneuploidy gene expression signature’ we previously observed in aneuploid IMR90 cells [16]. In this work, we showed that fibroblasts, when aneuploidy was induced by the single downregulation of three different genes (MAD2, pRb and DNMT1), underwent a common transcriptional reprogramming process. The GSEA analysis highlighted that ‘mitotic spindle’, ‘E2F target’ and ‘G2/M checkpoint’ gene sets were downregulated similarly to human primary fibroblasts at the early timepoint after RNA interference targeting CENP-E and not at the late timepoint (discussed later). This confirms the existence of an early aneuploidy gene expression signature. It is noteworthy that CENP-E reduction affects the gene expression of other centromere proteins, such as CENP-J and CENP-F. Intriguingly, CENP-F and CENP-E are considered paralogs and were recently found to specifically interact with BUB1 and BUBR1, respectively, which are themselves paralogs acting in the SAC [23]. In addition, we also found alterations in the ‘unfolded protein response’ pathway, dysfunctions of which have been linked to genomic instability [24].

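Genes listed here for the unfolded protein response, which are not the paper's Hallmark set, went both ways at 72 h. Of 33 measured, 23 were higher and 10 lower than in siGFP cells (mean log2 difference 0.17, camera adjusted p = 0.582). XBP1, a transcription factor of this response, was at 0.89 and CHAC1 at 0.99 (0.33 to 1.25 and 0.32 to 1.73 with 1 extract left out at a time), while the chaperone HYOU1 was at -0.55 and ATF3 at -1.05. When slide was a block, the mean was 0.18 (adjusted p = 0.441), with 0.053 within slide 2 and 0.36 within slide 3, and CHAC1 was at 0.93 and -0.095 within them. No member passed limma's adjusted p over all probes or adjusted over the list alone.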

The analysis of the transcriptome of IMR90 siCENP-E cells at the late timepoint did not highlight changes in the expression of genes involved in the cell cycle progression and checkpoints, suggesting that the disorder in such pathways is only a first response to the reduction of the mitotic protein CENP-E. Once the siRNAs targeting CENP-E are exhausted and CENP-E transcripts are restored, cell cycle can be considered safe and the related gene expression comes back to the control condition; however, other gene sets appeared to be altered at the late timepoint. Among these gene sets, it is worth mentioning the epithelial–mesenchymal transition, which is largely known to be crucial for malignant progression [25]. This observation could imply that an insult to a centromere protein, even if solved, quickly opens the door to cell transformation. Similarly, at the late timepoint, CENP-E downregulation triggers the upregulation of the hypoxia gene set, predisposing cells to adaptation to a low-oxygen environment, which notoriously influences tumoral mass. Additionally, at the late timepoint, we detected transcriptional changes in cell metabolisms (xenobiotic and heme metabolisms), highlighting the metabolic switch typical of cancer cells. 

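Hypoxia and glycolysis genes were higher at 2 w in 34 of 39 measured (mean log2 difference 0.48, camera adjusted p = 0.0658). All tested probes had a median of 0.19 at 2 w, and 0.016 with slide as a block. The nuclear receptor RORA was at 0.85 (standard error 0.30), AK4, a mitochondrial adenylate kinase, at 1.69 and the mitophagy receptor BNIP3L at 0.78. Blocked by slide, the mean was 0.18 (adjusted p = 0.0799), with 0.25 within slide 2 and 0.13 within slide 3, and RORA was at 1.02, AK4 at 0.75 and BNIP3L at 0.48. The same list lay higher against siGFP at 72 h, as given above, and the 2 times were not shown to differ in it (2 w minus 72 h, mean 0.094, adjusted p = 0.57). No gene of the list passed limma's adjusted p at 2 w, over all probes or adjusted over the list alone.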

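Among genes of heme and globin metabolism, 15 of 18 were higher at 2 w (mean log2 difference 0.58, median 0.27, camera adjusted p = 0.522), against a median of 0.19 over all tested probes. The fetal globin gene HBG1 had the largest value, 4.54 (standard error 1.503), followed by the globin gene HBD at 2.19 and the transferrin receptor TFRC at 1.57, while ABCG2, a porphyrin and drug transporter, was at -0.99. HBG1 was well above background in 3 of 5 siGFP, 5 of 6 72 h and 6 of 6 2 w samples. With slide as a block the list had a mean of 0.20 (adjusted p = 0.736), with -0.0094 within slide 2 and 0.39 within slide 3, and HBG1 was at 2.22 (0.86 and 3.49) and HBD at 1.13 (-0.29 and 2.06). No gene passed limma's adjusted p over all probes or adjusted over the list alone.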

Gene sets involved in the inflammatory response are also upregulated at the late timepoint after siCENP-E transfection.

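Inflammatory target genes of NF-kB were higher at 2 w in 15 of 25 (mean log2 difference 0.35, camera adjusted p = 0.655), where the median over all tested probes was 0.19. The inhibitor of NF-kB signaling TNFAIP3 was at 1.24 (-0.11 within slide 2, 1.55 within slide 3) and the oncostatin M receptor OSMR at 1.23, while the chemokine CX3CL1 was at -1.32. Complement and coagulation genes were higher in 22 of 26 (mean 0.50, adjusted p = 0.124), with the plasminogen activator PLAT at 1.60 and the complement regulator CD55 at 1.38. After blocking on slide, the means were 0.18 for NF-kB targets (adjusted p = 0.347, 0.068 within slide 2, 0.28 within slide 3) and 0.30 for complement and coagulation (adjusted p = 0.0833, -0.00069 and 0.56). In limma no gene of either list passed the adjusted p over all probes, and 1 complement and coagulation gene, higher, passed adjusted over the list alone, in either fit.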

## 5. Conclusions

Collectively, our results show that the reduction of the centromere protein CENP-E, which is known to function only in mitosis, triggers a transcriptional program change that initially involves mainly cell cycle genes and afterwards includes a plethora of genes playing roles in pathways that are also downregulated in cancer cells.

## Figures and Tables

**Figure 1:**
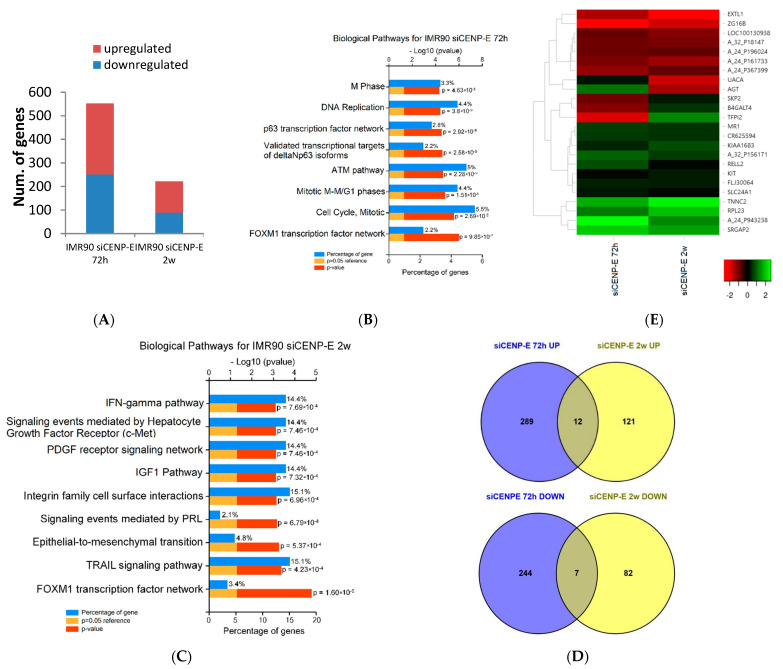
Genome-wide microarray analysis. Comprehensive gene expression analysis at early (72 h) and late (2 w) timepoints after siRNAs (siCENP-E) transfection of IMR90 cells compared to IMR90 control cells (siGFP). (**A**) Histogram showing number of genes up or down regulated in each sample. (FC ± 1.4, *p*-value cutoff ≤ 0.05) (**B**,**C**) Biological pathways for DEGs. *x*-axis represents the percentages of genes or −log10 values (*p*-value); *y*-axis represents the Biological pathways significantly enriched using the FunRich bioinformatics tool. (**D**) Venn diagram set out the number of common up- (**top**) and down- (**bottom**) regulated DEGs found in the two samples. (**E**) Heat map displaying expression levels of significantly common DEGs in trasfected IMR90 cells.

**Figure 2:**
Relative mRNA expression levels of specific downregulated genes. RT-qPCR results from siCENP-E 72 h and siCENP-E 2 w RNA-interfered IMR90 cells compared to siGFP-transfected cells. The analysis were performed in triplicate. The data presented are the means ± SD (error bar) of fold changes.

**Figure 3:**
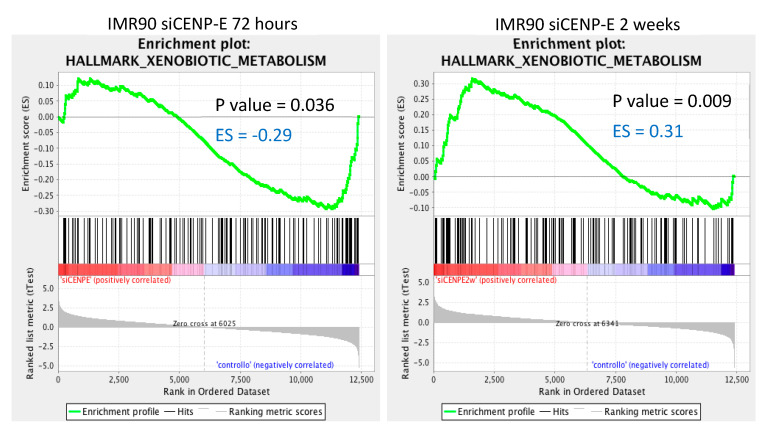
Enrichment plots of the significantly enriched xenobiotic metabolism gene set shared by the two samples. The *y*-axis show the enrichment scores (ES) and the *x*-axis shows gene members for the two gene sets. The green line connects points between ES and genes. ES represent the amount to which a gene is over-represented in a gene set. The coloured bands represent positive (red) or negative (blue) degrees of correlation of genes with the siCENP-E (72 h or 2 w) phenotype. The xenobiotic metabolism gene set was negatively correlated (ES = −0.29) with the early siCENP-E timepoint; 26 of 145 genes from this set were downregulated at 72 h with respect to the control. Conversely, the xenobiotic metabolism gene set was positively correlated (ES = 0.31) with the late siCENP-E timepoint and 34 of 145 genes from this set were upregulated at 2 weeks with respect to the control (Tables S5 and S6). Significance threshold set at *p*-value < 0.05. The enrichment plots were derived from GSEA tool [21].

**Table 1:** List of common deregulated genes shared by IMR90 siCENP-E at 72 h and 2 weeks with relative Log (Fold Change) values (only annotated probes are reported).

*Gene ID*	Description	LogFC		# Chr.	Map Location
		72 h	2 Weeks		
ZG16B	zymogen granule protein 16B	−2.21378	−1.58077	16	16p13.3
TFPI2	tissue factor pathway inhibitor 2	−1.73241	1.967329	7	7q22
EXTL1	Exostosin-like glycosyltransferase 1	−1.27449	−2.37647	1	1p36.1
MR1	major histocompatibility complex, class I-related	1.173685	1.064675	1	1q25.3
AGT	angiotensinogen (serpin peptidase inhibitor, clade A, member 8)	1.752677	−1.15911	1	1q42.2
RPL23	ribosomal protein L23	1.819593	2.630793	17	17q
TNNC2	troponin C type 2 (fast)	2.405029	3.232683	20	20q12-q13.11
SRGAP2	SLIT-ROBO Rho GTPase activating protein 2	2.733915	2.305187	1	1q32.1
B4GALT4	UDP-Gal:betaGlcNAc beta 1,4- galactosyltransferase, polypeptide 4	−0.88068	1.067247	3	3q13.3
UACA	uveal autoantigen with coiled-coil domains and ankyrin repeats	0.669221	−1.5223	15	15q22-q24
KIAA1683	Q Domain-Containing Protein N	0.875501	1.339538	19	19p13.1
SKP2	S-phase kinase−associated protein 2, E3 ubiquitin protein ligase	−0.68236	0.753601	5	5p13
KIT	v-kit Hardy-Zuckerman 4 feline sarcoma viral oncogene homolog	0.552419	0.785465	4	4q12
RELL2	RELT-like 2	1.337275	0.531247	5	5q31.3
SLC24A1	solute carrier family 24 (sodium/potassium/calcium exchanger), member 1	0.701308	0.546544	15	15q22

**Table 2:** Gene sets enriched in CENP-E transient knocked-down IMR90 cells.

*Hallmark Gene set 72 h*	*SIZE*	*ES*	*NES*	*p-Value*	*FDR q-Value*
*Upregulated*					
Cholesterol Homeostasis	55	0.550825	2.219.529	0.0	0.0
Apoptosis	128	0.29306307	14.145.108	0.026666667	0.17741449
*Downregulated*					
E2F Targets	124	−0.4112242	−18.818.628	0	0.001760578
G2/M Checkpoint	130	−0.42952272	−19.638.364	0	0.001968572
Mitotic Spindle	132	−0.33654705	−15.422.429	0	0.08193885
Angiogenesis	25	−0.44820115	−14.857.963	0.04587156	0.100587666
Estrogen Response Late	160	−0.30400178	−14.472.796	0.013745705	0.11437272
Bile Acid Metabolism	81	−0.33262056	−14.141.632	0.028520498	0.12994246
Xenobiotic Metabolism	145	−0.29437807	−13.890.945	0.036036037	0.14013477
Unfolded Protein Response	74	−0.31752646	−13.405.416	0.060998153	0.14493392
Adipogenesis	130	−0.29467914	−1.363.687	0.03345725	0.15041217
TNFA Signaling via NFkB	142	−0.28777105	−13.413.501	0.041736227	0.15983883
***Hallmark Gene set* 2 weeks **	*SIZE*	*ES*	*NES*	*p-vauel*	*FDR q-value*
*Upregulated*					
Epithelial Mesenchymal Transition	151	0.33510843	1.519.574	0.0075642965	0.11385157
IL6/JAK/STAT Signaling	58	0.37629685	14.682.375	0.034035657	0.11548446
Interferone Gamma Response	129	0.33727473	14.752.915	0.012403101	0.1355435
Hypoxia	141	0.34279573	15.343.299	0.00147929	0.14622506
Xenobiotic Metabolism	145	0.31554386	14.156.777	0.009036144	0.15259206
Coagulation	100	0.32489774	13.754.646	0.032357473	0.16717246
Heme Metabolism	136	0.30528104	13.594.577	0.03153153	0.16950405
Complement	141	0.31029537	13.893.101	0.02413273	0.16991296
Hedgeog Signaling	24	0.41114244	13.165.202	0.12477396	0.17681527
Inflammatory Response	138	0.30268276	13.413.032	0.052469134	0.17737256
UV Response DN	104	0.3095823	13.233.161	0.046178345	0.18309012
*Downregulated*					
mTORC1 Signaling	141	−0.33381698	−16.185.987	0.0	0.047431484
P53 Pathway	135	−0.34690675	−16.548.364	0.005830904	0.06875795
NOTCH Signaling	24	−0.45094362	−14.955.359	0.04481132	0.09119969
KRAS Signaling UP	143	−0.29774994	−14.312.139	0.018018018	0.1097472

ES: Enrichment Score; NES: Normalized Enrichment Score; FDR: False Discovery Rate.

**Table 3:** Hallmark mitotic-spindle-enriched genes in IMR90 siCENP-E 72 h cells.

Gene Symbol	Description	Running ES
TIAM1	T-cell lymphoma invasion and metastasis 1	−0.32938716
LRPPRC	Leucine-rich PPR-motif-containing	−0.32254452
FSCN1	fascin homolog 1, actin-bundling protein (Strongylocentrotus purpuratus)	−0.31544223
HDAC6	histone deacetylase 6	−0.31205016
UXT	Ubiquitously-expressed transcript	−0.3070534
TUBD1	tubulin, delta 1	−0.30694872
CKAP5	Cytoskeleton-associated protein 5	−0.3005278
TTK	TTK protein kinase	−0.2928824
ARHGAP4	Rho GTPase-activating protein 4	−0.29161006
MARCKS	myristoylated alanine-rich protein kinase C substrate	−0.29939783
GEMIN4	gem (nuclear organelle)-associated protein 4	−0.29208082
FBXO5	F-box protein 5	−0.2945973
ROCK1	Rho-associated, coiled-coil-containing protein kinase 1	−0.29402748
LLGL1	lethal giant larvae homolog 1 (Drosophila)	−0.29998654
PXN	Paxillin	−0.30580252
CENPF	centromere protein F, 350/400 ka (mitosin)	−0.29683083
PREX1	Phosphatidylinositol 3,4,5-Trisphosphate-Dependent Rac Exchanger 1 Protein	−0.29543936
RAB3GAP1	RAB3 GTPase-activating protein subunit 1 (catalytic)	−0.28851372
CENPJ	centromere protein J	−0.28630605
KIF2C	kinesin family member 2C	−0.27653277
TPX2	TPX2, microtubule-associated, homolog (Xenopus laevis)	−0.26817042
TSC1	tuberous sclerosis 1	−0.2579142
NCK1	NCK adaptor protein 1	−0.25523746
ARHGEF3	Rho guanine nucleotide exchange factor (GEF) 3	−0.2437383
SYNPO	Synaptopodin	−0.2319448
STK38L	Serine–threonine kinase 38-like	−0.22208665
OPHN1	oligophrenin 1	−0.21298712
BUB1	BUB1 budding uninhibited by benzimidazoles 1 homolog (yeast)	−0.20986164
KIF4A	kinesin family member 4°	−0.20093325
ARHGAP29	Rho GTPase-activating protein 29	−0.18930057
PRC1	protein regulator of cytokinesis 1	−0.17876585
CLASP1	Cytoplasmic-linker-associated protein 1	−0.1655671
TOP2A	topoisomerase (DNA) II alpha 170kDa	−0.16242237
RHOF	ras homolog gene family, member F (in filopodia)	−0.14529541
KIF15	kinesin family member 15	−0.12773909
PCGF5	polycomb group ring finger 5	−0.11064719
NEK2	NIMA (never in mitosis gene a)-related kinase 2	−0.09230707
CCNB2	cyclin B2	−0.076223895
KIF23	kinesin family member 23	−0.058513902
RACGAP1	Rac GTPase-activating protein 1	−0.03790126
CENPE	centromere protein E, 312 kDa	−0.018124685
KIF11	kinesin family member 11	0.005052448

## Data Availability

Microarray data have been deposited into NCBI’s Gene Expression Omnibus (GEO) database and can be accessed via accession number GSE181191.

## Supplementary Materials

The following are available online at www.mdpi.com/2073-4425/12/9/1322/s1. Supplementary Figure S1 shows the unsupervised hierarchical clustering dendrogram comparing IMR90 cells transfected with siGFP (control) and siRNA targeting CENP-E at 72 h and 2 weeks. Supplementary Table S1 indicates the Gene Ontology (GO) terms (cellular component, molecular function and biological processes) enriched in the IMR90 siCENP-E 72 h sample (*p*-value < 0.05. Supplementary Table S2 indicates the Gene Ontology (GO) terms (cellular component, molecular function and biological processes) enriched in the IMR90 siCENP-E 2 w sample (*p*-value < 0.05). Supplementary Table S3 lists the top 20 biological pathways enriched in the IMR90 siCENP-E 72 h sample (*p*-value < 0.01). Supplementary Table S4 lists the top 20 biological pathways enriched in the IMR90 siCENP-E 2 w sample (*p*-value < 0.01). Supplementary Table S5 indicates the xenobiotic-metabolism-enriched genes in the IMR90 siCENP-E 72 h sample. Supplementary Table S6 indicates the xenobiotic-metabolism-enriched genes in the IMR90 siCENP-E 2 w sample.

How the deposited data were processed for this re-analysis (not part of the article)

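RNA of IMR90 fibroblasts was measured in 9 extracts, 3 each of siGFP control cells, of cells 72 h after and of cells 2 w after transfection with siRNA against CENP-E. Each extract was labelled with Cy3 and with Cy5, which gives 17 channel samples, since siGFP replicate 3 was deposited with Cy5 alone. The authors deposited, per the file headers, scanner text of Agilent Feature Extraction 9.5.1.1 on array design 014850, in which the intensity of each of 43376 spots per array is background-subtracted and dye-normalized. The authors also deposited a series matrix of log2 values, which are quantile normalized and centred per probe. This was checked by rebuilding it from the scanner text, and each sample correlated with its own column at 0.99 or more.

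Intensities were put on the log2 scale, spots that the scanner software marks as outliers were left out, and spots of 1 probe were averaged. The 17 channel samples were quantile normalized and each extract was given 1 value with the dye effect removed. The percentage of spots well above background, by channel sample, sets the depth and is given with the samples. Of 41000 probes 19303 were well above background in all samples of at least 1 group and were kept, and 17141 of these have a value in all 9 extracts. In the annotation table 29341 probes have 1 gene, 33 several and 11626 none, and 29298 of the first were matched by Entrez ID and 43 were not. The kept probes with 1 gene number 15895 and stand for 10988 genes. The annotation uses current symbols, so that KIAA1683 appears as IQCN, CENPJ as CPAP, PPAP2C as PLPP2 and PPAP2B as PLPP3.

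Groups were compared over the 9 extracts with limma 3.58.1 in R 4.3.3, with data.table 1.17.8, as 72 h minus siGFP, 2 w minus siGFP and 2 w minus 72 h, with Benjamini-Hochberg adjustment and a threshold of 0.05. The thresholds of the paper, an unadjusted p of 0.05 and a fold change of 1.4, were counted beside it. Lists of genes (34, among them ribosomal proteins by symbol) were tested with camera at a preset correlation of 0.01 on the brightest kept probe of each gene among those with a value in every extract, with adjustment over all lists and both times, and with camera at an estimated correlation, fry and fgsea 1.28.0 (1000 permutations). CENPE was also tested with an exact permutation test. Clustering was by distance over the kept probes.

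For each comparison, the text names 10 genes in each direction. They have the smallest unadjusted p among genes that differed the same way in all 3 pairs of extracts with the same replicate number. Genes with a smaller p that failed this filter are left out. As given below, no pairing by replicate number was seen apart from the slides, so passing the filter is no added evidence of a change. Every gene that the paper names in its text or in Tables 1, 3 or S7 is named as well. So are up to 4 members of each list described that have the smallest p. Genes of the supplementary lists were picked as examples beyond this rule. The brightest kept probe stands for the gene there, which for 3 of them, ADARB1, PTGS1 and RPL23, lacks a value in some extract and is not the probe that the lists use. CEMIP, EGR1, PLPP3 and SRGAP2 have no kept probe with a value in every extract and enter no list test.

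Alternatives were a 75th percentile shift, cyclic loess and the series matrix values in place of the normalization, no filter or a filter on every sample, the 17 channels with the extract as a random block, no dye correction, 1 dye alone, a block by replicate number or by slide, a fit to 2 groups alone, each extract left out in turn, Student's t-test and other list tests. Added later were outlier spots kept, each slide alone, the array as a block, doubted extracts left out or averaged, an estimated correlation with the slide block, and the slide block without the rule for missing values. The methods were tested on simulated data with known changes. In fits with a block, a comparison that a probe's missing values left impossible to tell from the slide or array was set to missing, and standard errors of probes with missing values were computed exactly, save in fits over channels. This rule was added after results were seen. Where no sample of a group was well above background, the fold is a bound, the mean of the brighter group over, per sample, the higher of the probe's signal and the lowest signal well above background. Probes without a gene name were tested as probes and left out of the lists. The RT-qPCR measurements have no deposited files and were not derived again, although Table S7 prints RT-qPCR fold changes, and the array fold changes printed in Table S7 were compared with those found here.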

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

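The tests of the red blood cell genes and of the 8 genes within slides, and the remark on slide 1, were chosen after the values were seen.

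Between 72 h and 2 w, 4 probes passed the adjusted p in a test of the difference itself. PDE4D was higher at 2 w by 3.88 and SLC35F3 by 4.09 (log2), with uncertain sizes, since at 72 h they were well above background in 1 and 2 of 6 samples, and 2 probes without a gene name, at 0 of 6, were at least 8.51-fold and 7.53-fold higher. Against siGFP, HBG1 at 2 w was at 4.54 and LINC00473 at 3.56, which the paper does not discuss. The 8 genes HBG1, LINC00473, NR4A1, NR4A2, NR4A3, PDE4B, PDE4D and SIK1 were picked because they lay higher at 2 w, and PDE4D alone of them passed (adjusted p = 0.108 to 0.972 for the others), so they do not show that a class of genes changed. If slide caused their differences, they would lie near 0 within a slide. Each of the 8 lay higher at 2 w within slide 2 (0.963 to 4.58) and within slide 3 (1.97 to 6.21). Their median was 2.47 within slide 2 and 3.31 within slide 3 (and the same with LINC00473, not well above background at 72 h, at its bound). These values do not decide on slide as the cause, since the rule written for that also asked each gene to pass with slide as a block. With slide as a block the 8 genes were at 1.77 to 5.67 (standard errors 0.318 to 0.783), and PDE4D alone passed over all probes (adjusted p = 0.0307 from limma, against 0.0627 to 0.139). The genes were picked on these extracts, so chance in the choice remains possible. RNA of red blood cell precursors would bring the other erythroid genes, of which 15% (3 of 20) were well above background in every 2 w sample. Of the other globin genes, HBB was so in 5 of 6 samples, HBE1 in 4, HBM in 1 and HBA1, HBA2 and HBZ in 0. The count left out siGFP and 72 h samples, so it shows no change. Signalling of cAMP through CREB could explain the 8 genes, but the 4 measured targets not seen before went both ways, from -1.08 for RASD1 to 0.88 for CRISPLD2 with slide as a block. Their mean of 0.136 did not pass camera, so the data cannot tell.

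The siGFP replicate 1 extract lay apart from the other siGFP extracts, for example in CENPE. An array scale that depends on signal may be one cause. A smooth curve over signal explained 0.956% of the variance of its differences (11.9% and 5.85% for siGFP replicates 2 and 3). The values were already quantile normalized, which evens out such a scale, so a low share was built in and cannot decide this. An extract of the 72 h group under a siGFP label would make its differences follow 72 h minus 2 w, and their correlation over probes was 0.033. Differences of slide 1 from the other slides could hide such a relation, so this value cannot decide it. In the clustering its nearest extract was 72 h replicate 2. A slide of its own remains possible and cannot be tested, since 0 other extracts lie on slide 1. The lower CENPE of this extract is part of the -0.48 at 72 h against -0.81 with slide as a block.

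The splits of 6 extracts into 3 and 3 number 10, too few for a share under 0.1, and the real split is among them. The real counts past the adjusted p at 72 h and at 2 w are 0 and 0, which 10 and 10 splits reach because none can call fewer, so that these counts test nothing (highest others 4 and 1). Past the paper's thresholds 5 splits reached the real 411 at 72 h (highest other 2341) and 7 the real 655 at 2 w (highest other 4449), and past the adjusted p between the times 2 reached 4 (highest other 1213). The highest counts past the paper's thresholds came from the splits that follow the slides, slide 3 against slide 2 between the times, which points to a structure of the samples by slide.

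In the 6 channel samples at 72 h, CENPE had 1 sample apart from the others (gap of 0.865 of the range), where chance marks about 1 in 20 groups and the channels of 1 extract are not independent. Gene groups that differed between the times by a test of the difference (2 w minus 72 h, mean log2), with and without slide as a block, were the kinetochore at 0.42, mitotic kinesins at 0.62, G2/M regulators at 0.58, E2F targets at 0.40, cholesterol synthesis at -0.64, p53 targets at -0.36 and interferon genes at -0.12. Fatty acid synthesis, at -0.20, passed without the block (adjusted p = 0.0195) and not with it (0.0693). No group passed camera with an estimated correlation (smallest adjusted p = 0.869 without the block and 0.217 with it).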

How the results depend on the processing

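The settings after the leave-one-out ranges, from keeping outlier spots on, were chosen after the values were seen, and the cause of each shift was not tested. The main counts are 0, 0 and 4 probes past the adjusted p at 72 h, at 2 w and between the times, 411 (165 up) and 655 (528 up) past the paper's thresholds, 71 past them at both times and 12 list tests passed. The normexp background correction was not run, because the files hold no columns of raw signal and background. Groups of 3 extracts limit every count. No pairing of the extracts by replicate number was seen apart from the slides. After removal of the group mean 4 of 9 pairs with the same number correlated above 0.1 (median 0.0585), against 8 of 10 on the same slide (median 0.317). Those 4 pairs each shared a slide as well. Differences between slides could hide a pairing, so it is not excluded.

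Cyclic loess gave 727 past the paper's thresholds at 72 h (331 up), 135 past them at both times and the opposite direction for PXN at 2 w -1.01 (log2). The series matrix values gave 724 past the paper's thresholds at 72 h (211 up), 113 past them at both times. No filter gave 1087 past the paper's thresholds at 72 h (497 up), 0 past the adjusted p between the times, 194 past them at both times. A filter on every sample gave 187 past the paper's thresholds at 72 h (120 up), 0 past the adjusted p between the times, 37 past them at both times. The 17 channels with the extract as a random block gave 666 past the paper's thresholds at 72 h (295 up), 1 past the adjusted p at 2 w, 1029 past the paper's thresholds at 2 w (806 up), 60 past the adjusted p between the times, 192 past them at both times. Cy5 alone gave 0 past the adjusted p between the times. Cy3 alone gave 761 past the paper's thresholds at 72 h (566 up), 1067 past the paper's thresholds at 2 w (833 up), 340 past them at both times. A block by replicate number gave 1 past the adjusted p between the times. A fit to the 2 groups compared gave 10 past the adjusted p between the times. Student's t-test gave 1 past the adjusted p at 2 w, 209 past the paper's thresholds at 2 w (169 up), 0 past the adjusted p between the times, 28 past them at both times. A block by slide gave 1190 past the paper's thresholds at 72 h (667 up), 1 past the adjusted p between the times, 172 past them at both times, 5 array signs as printed in Table S7 and the opposite direction for CENPE at 2 w -0.014 (log2). Camera with an estimated correlation gave 0 gene list tests passed. Fry gave 0 gene list tests passed. By contrast fgsea, which permutes genes as the paper's GSEA does, gave 16. With 1 extract left out at a time, where the lone extracts of a group are taken to vary like the others, the counts ran from 192 to 887 past the paper's thresholds at 72 h, 225 to 1786 at 2 w, 26 to 344 at both times, 0 to 45 past the adjusted p between the times and 11 to 19 list tests, CENPE from -0.86 to -0.23 at 72 h and from 0.043 to 0.67 at 2 w. The highest 2 w counts came without 2 w replicate 3 and the lowest without 2 w replicate 2.

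Keeping outlier spots gave 725 past the paper's thresholds at 72 h (210 up), 113 past them at both times, 20 gene list tests passed. Slide 2 alone gave 2606 past the adjusted p at 72 h, 3560 past the paper's thresholds at 72 h (1605 up), 716 past the adjusted p at 2 w, 2574 past the paper's thresholds at 2 w (1050 up), 2797 past the adjusted p between the times, 1029 past them at both times, and the opposite or a stronger direction for CENPE at 72 h -0.88, FAM167A at 72 h -1.32, CEMIP at 72 h -1.18, PDE4B at 72 h -0.87, HLA-DPB1 at 72 h -0.91, IQCN at 72 h 0.43, DUSP6 at 72 h -0.68, KLF4 at 72 h 1.20, HMGCS1 at 72 h 1.14, PLK3 at 72 h 0.50, BUB1 at 72 h -0.73, TPX2 at 72 h -0.59, HBD at 72 h -0.60, TNFAIP3 at 72 h -0.50, OSMR at 72 h -0.71, CD55 at 72 h -0.93, SCD at 72 h 0.60, CRISPLD2 at 72 h -0.82, CENPE at 2 w -0.14, HLA-DPB1 at 2 w -0.60, WWTR1 at 2 w -1.264, MSMO1 at 2 w 0.14, AURKA at 2 w -0.13, CCNB2 at 2 w -0.47, DDIT3 at 2 w 0.24, HBD at 2 w -0.29, TNFAIP3 at 2 w -0.11, CRISPLD2 at 2 w -0.13 (log2). Slide 3 alone gave 746 past the paper's thresholds at 72 h (486 up), 1024 past the paper's thresholds at 2 w (790 up), 0 past the adjusted p between the times, 220 past them at both times, 6 gene list tests passed and the opposite direction for FOSB at 72 h 0.12, HES1 at 72 h 0.27 (log2). The array as a block gave 3948 past the paper's thresholds at 72 h (2724 up), 1219 past the adjusted p at 2 w, 3843 past the paper's thresholds at 2 w (2521 up), 2462 past the adjusted p between the times, 1509 past them at both times, 6 gene list tests passed and the opposite direction for HES1 at 72 h 0.35, FRZB at 72 h -0.78, WWTR1 at 72 h -1.22, IQCN at 72 h 0.64, HBD at 72 h -3.17, CX3CL1 at 72 h -1.62, PTGS1 at 2 w -0.58, PLPP3 at 2 w -0.26, WWTR1 at 2 w -0.999, PSMB10 at 2 w -0.0027 (log2). Leaving out the 2 extracts on the dimmest arrays gave 277 past the paper's thresholds at 2 w (225 up), 0 past the adjusted p between the times, 43 past them at both times. Averaging 72 h replicates 2 and 3 gave 223 past the paper's thresholds at 72 h (91 up), 1 past the adjusted p between the times, 28 past them at both times. Averaging them with a block by slide gave 0 past the adjusted p between the times and the opposite direction for CENPE at 2 w -0.014 (log2). A block by slide without the rule for missing values gave 1247 past the paper's thresholds at 72 h (716 up), 5 past the adjusted p at 2 w, 1 past the adjusted p between the times, 215 past them at both times, 5 array signs as printed in Table S7 and the opposite direction for CENPE at 2 w -0.014 (log2). A block by slide with an estimated correlation gave 0 gene list tests passed. Slide 2 alone has 1 residual degree of freedom, from 2 nearly identical 72 h extracts, and the fit with the array as a block has an implausible consensus correlation, so that neither count is a stronger test. Among genes and lists, 7333 comparisons of a setting with the main value stayed the same, 572 moved, 149 passed and 38 no longer passed, and 39 changed direction. These labels do not compare sizes. In the main fit no gene passed the adjusted p at 72 h or at 2 w. A gene that kept its direction and still did not pass thus counted as the same, whatever its size. SRGAP2 at 72 h did so in 30 of 30 settings, while it ran from 0.40 to 1.47 (log2) with 1 extract left out at a time. The count of 7333 is therefore no measure of stable sizes.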

Differences from the paper's values

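The alternatives named here were set before any value was seen. The paper counts genes and the counts here are probes, the paper gives no error beside these values, and the cause of each difference was not tested. In brackets stand the choices under which a value did not differ from the paper's.

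Genes up past the paper's thresholds at 72 h was 165 against the paper's 301 (not under 75th percentile shift, cyclic loess, series matrix values, 17 channels, no dye correction, without siGFP replicate 3). Genes past the paper's thresholds at 2 w was 655 against the paper's 222 (not under without 2 w replicate 2, the methods' t-test). Genes up past the paper's thresholds at 2 w was 528 against the paper's 133 (not under without 2 w replicate 1, without 2 w replicate 2, the methods' t-test). Shared genes up at both times was 21 against the paper's 12 (not under series matrix values, well above background in every sample, only the 2 groups compared, without 2 w replicate 1, without 2 w replicate 2, without 72 h replicate 1, without 72 h replicate 2, without 72 h replicate 3, without siGFP replicate 1, the methods' t-test). Shared genes down at both times was 24 against the paper's 7 (not under well above background in every sample, without 2 w replicate 2, without 72 h replicate 3, without siGFP replicate 1).

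TFPI2 (log2) at 2 w was 2.71 against the paper's 1.97 (not under 75th percentile shift, cyclic loess, series matrix values, Cy5 samples only, without 2 w replicate 1, without 2 w replicate 2, without siGFP replicate 1, without siGFP replicate 2, the methods' t-test, slide block). B4GALT4 (log2) at 2 w was 1.87 against the paper's 1.07 (not under cyclic loess, series matrix values, Cy5 samples only, without 2 w replicate 1, without 2 w replicate 2, without siGFP replicate 1, the methods' t-test, slide block). SKP2 (log2) at 72 h was -0.20 against the paper's -0.68 (not under Cy3 samples only, without 72 h replicate 1, without 72 h replicate 2, without siGFP replicate 1). SLC24A1 (log2) at 72 h was 0.0046 against the paper's 0.70 (not under 17 channels, Cy3 samples only). SLC24A1 (log2) at 2 w was -0.14 against the paper's 0.55 (not under Cy3 samples only, without 2 w replicate 2). DUSP6 (fold, Table S7) at 2 w was 0.361 against the paper's 1.01 (not under Cy3 samples only). KLF4 (fold, Table S7) at 2 w was 0.752 against the paper's 1.58 (not under without 2 w replicate 3, without siGFP replicate 1).

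CENPE at 72 h was -0.48 (log2) where the paper prints logFC-1.26, and -0.86 to -0.13 under 22 other choices set beforehand, of which 0 did not differ from the paper's by more than the spread between extracts. The unadjusted limma p of CENPE there was 0.222, against the paper's p of 0.009 (the difference stayed), and 0.00266 with slide as a block, below the paper's.

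These differed under every choice set beforehand: MR1 (log2) at 72 h was 0.064 against the paper's 1.17, MR1 (log2) at 2 w was 0.24 against the paper's 1.06, RPL23 (log2) at 72 h was 0.12 against the paper's 1.82, RPL23 (log2) at 2 w was -0.21 against the paper's 2.63, SRGAP2 (log2) at 72 h was 1.06 against the paper's 2.73, SRGAP2 (log2) at 2 w was 0.019 against the paper's 2.31, KIAA1683, now IQCN, (log2) at 72 h was -0.39 against the paper's 0.88, KIAA1683, now IQCN, (log2) at 2 w was 0.0029 against the paper's 1.34, RELL2 (log2) at 72 h was 0.47 against the paper's 1.34, DUSP6 (fold, Table S7) at 72 h was 1.18 against the paper's 4.46, KLF4 (fold, Table S7) at 72 h was 0.866 against the paper's 4.3.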

Other observations

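The remarks on Table 1 and Table S7 were chosen after the values were seen. The core histone genes had a mean log2 difference of -0.28 at 2 w with slide as a block (adjusted p = 9.8e-05, and 0.712 with an estimated correlation), against 0.20 without it, where the test pointed down while the mean was above 0. Within slide 2 they were at -0.71 and within slide 3 at 0.022.

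Fatty acid synthesis genes were lower at 2 w (mean -0.15, adjusted p = 0.0188, adjusted p = 0.989 with an estimated correlation), with the desaturase SCD at -1.51, and the mean was -0.040 with slide as a block (adjusted p = 0.5). Immediate early genes at 2 w had a mean of -0.24 (adjusted p = 2.6e-05, adjusted p = 0.989 with an estimated correlation) and of -0.098 with slide as a block (adjusted p = 0.141), and adjusted over the list alone 2 genes were lower without the block and 5 higher and 4 lower with it.

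A gain or loss of 1 autosome in a large share of the cells would move the mean of its genes, and the bound written before the test was 0.14 (log2). The largest slide-blocked shift was 0.0567 at 72 h (chromosome 12, 540 genes, standard error 0.0161) and 0.0551 at 2 w (chromosome 9, 414 genes, standard error 0.0189), below the bound. Gains and losses of different chromosomes in different cells would leave these means unmoved.

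Changes were written into simulated extracts that have no slides, with the spread between slides counted as spread between extracts. A block by slide can only cost precision there, so the counts with it do not show how it performs on the real extracts. Of 100 probes changed 2-fold, none passed the adjusted p at either time, with or without slide as a block. Of 100 changed 4-fold, 35 passed at 72 h and 16 at 2 w without the block and 0 and 0 with it, and 5 and 1 unchanged probes passed without the block and 0 and 0 with it. The paper's thresholds at 72 h were passed by 56 of 100 changed 2-fold, 94 of 100 changed 4-fold and 925 of 16882 unchanged probes.

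Within the paper, TFPI2 at 2 w is 9.1-fold in Table S7 and 1.97 (log2) in Table 1.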
